A study of Homo sapiens with 3 samples. Its data were reported in "Persistence of RNA transcription during DNA replication delays duplication of transcription start sites until G2/M" (2021).

How the data were processed

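BJ-hTERT cells, an immortalised line of human fibroblasts, were transfected with control, SUPT5H or NELFA siRNA at 37.5 nM for 72 h. SUPT5H and NELFA are subunits of the DSIF and NELF complexes, which hold RNA polymerase II in a paused state near promoters. Chromatin immunoprecipitation with sequencing (ChIP-seq) was carried out for the histone variant H2AX and for its form phosphorylated on a serine of its tail (γH2AX), a mark of DNA damage signalling. The H2AX libraries served to normalise γH2AX. The 3 samples fall into 3 groups with 1 sample in each, by the siRNA in their labels.

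The values used were a γH2AX/H2AX ratio per gene and siRNA. The authors calculated this ratio from levels obtained with the quantify function of EaSeq and deposited its average over their biological repeats, so each of the 3 columns is the authors' mean. The table gave no value per repeat and no separate γH2AX or H2AX level. No SD, test or p-value could therefore be given, and the H2AX comparisons planned before the data were examined were not made. A difference in the ratio may come from γH2AX, from H2AX or from both. The study's methods place its BrdU-seq and RNA-seq reads on hg38 and describe no separate alignment of its own ChIP-seq reads. The table was read on hg38. The aligner used for the ChIP-seq libraries, any scaling for library size before the ratio and the rule by which genes entered the table are not given in the sources used here. The methods mention levels over all annotated genes and define transcribed genes by their RNA reads. They do not say which set the table holds. The read depth behind each value is unknown, so no counting interval was computed. If libraries were scaled to their own totals, a change of γH2AX affecting all genes alike would not be visible in the ratio.

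The deposited table held 11691 rows with chromosome, start, end and strand and no gene names. No value was missing or at 0. Rows were named from GENCODE version 44 on the same build. A row took the gene of a transcript matching its start and end (5794 rows), its start or end (4207 rows), or the gene on the same strand overlapping it by at least 0.5 of their union (1615 rows), and 75 rows stayed unnamed. The start equalled a transcript start in 7975 rows, against 562 rows when shifted by 1 base, so coordinates were read as counted from 1. Where several rows had the same symbol the longest was kept, which removed 49 rows and left 11642 genes. The deposited column named SPT5 was read as SUPT5H, of which it is a synonym.

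The methods of the study describe levels over whole genes as well as levels around transcription start sites (TSSs), and the table does not say which it holds. This was checked on pairs of rows. In 90 pairs that overlapped by over 70% with TSSs more than 5 kb apart, the Pearson r of the log2 control ratio was 0.944. In 298 pairs with TSSs under 100 bp apart and an overlap under 10%, it was 0.336. Simulated values averaged from gene start to gene end gave 0.937 and -0.043 for the same pairs, and simulated values around TSSs gave -0.0088 and 0.998. The ratios were therefore read as values from gene start to gene end. This reading rests on the pairs alone: the table does not state its region, and the study also presented ratios around TSSs that seemed to span a similar range.

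The change of each gene was the log2 of its knockdown ratio over its control ratio, with no pseudocount and no centring. Summaries were the median over genes, the quartiles, the percent of genes above 0 with an exact Clopper-Pearson 95% interval, and the number of genes past 1.5-fold in each direction. Intervals of medians were 95% binomial intervals of the order statistics. These intervals describe the spread over genes of these libraries, and genes are not independent replicates. Length classes were under 5 kb, 5 to 30 kb, 30 to 100 kb and over 100 kb. The median change of a class or gene list was placed as a percentile among 10000 random lists of the same size matched on 20 bins of the control ratio. Levels of lists were placed among lists matched on 20 bins of gene length. A second matching, chosen after seeing the data, used 10 bins of GC content and 10 bins of length. GC content was that of the hg38 sequence from gene start to gene end, and flanking GC content that of sequence 10 to 50 kb away on either side. Both knockdowns were compared with the same control column, which by itself makes their changes correlate. Unchanged groups were therefore simulated 200 times with equal noise in the 3 columns and the spread of each length class, and again, as chosen after seeing the data, with the wider spread of the SUPT5H changes placed in the SUPT5H column.

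The gene lists were fixed by symbol before the data were examined: replication-dependent histone genes, cytosolic ribosomal protein genes, olfactory receptors, zinc-finger genes, 20 immediate early genes, 19 genes of the fibroblast matrix, and the genes of each chromosome. The symbol rule for histones also caught 1 antisense RNA, which was left out. The matrix list as fixed held VIM, which codes for a filament protein inside cells and not for a matrix protein. No olfactory receptor was among the genes. The genes named were also set by a rule fixed in advance: NELFA, SUPT5H, H2AX, SMURF1, MCM6 and ELN, and for each knockdown the 3 largest rises and the 3 largest falls among genes of 5 kb or more. No row was named H2AX. Some genes that the rule picked are not reported here.

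The calculations were tested on simulated tables of the 11642 genes for the NELFA comparison. A planted change of the longest class was recovered as 0.21, an unchanged class gave -0.0018, and 100% of 200 changed genes passed 1.5-fold. These 200 genes were all of 30 kb or more and were given a change far above 1.5-fold. Their share was thus practically set in advance and does not measure sensitivity near the threshold or in shorter genes. For the SUPT5H comparison, unchanged lists picked for a high control ratio had a mean percentile of 46.0. These lists were not picked by length, so the percentiles of length classes were not checked in this way. Alternatives fixed in advance were a pseudocount of 0.1, leaving out the lowest 10% of genes by mean ratio, dividing each column by its median, keeping all rows, leaving out genes under 5 kb, autosomes only, a 2-fold threshold and Spearman's rho. Alternatives added after seeing the data were subtraction of the median change in 50 bins of GC content, leaving out all but the longest of overlapping genes, and ratios of the column medians and means. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9 were used.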

Results

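To ask how loss of factors that pause RNA polymerase II affects DNA damage signalling over genes, the γH2AX/H2AX ratio was compared between BJ-hTERT fibroblasts given control, NELFA or SUPT5H siRNA. The data were 11642 genes with 1 ratio for each of the 3 siRNAs, each the authors' mean. There was no replicate spread to set a difference against, so all differences below describe these averaged libraries and none was tested.

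The authors' mean ratios had similar but not equal distributions. The median over genes was 0.956 in control cells, 0.935 after NELFA knockdown and 1.06 after SUPT5H knockdown. The quartiles were 0.810 and 1.15 in control cells, 0.757 and 1.22 after NELFA knockdown, and 0.816 and 1.26 after SUPT5H knockdown. The 1st and 99th percentiles were 0.492 and 2.23 in control cells, 0.444 and 2.57 after NELFA knockdown, and 0.337 and 2.51 after SUPT5H knockdown. Across genes, the control ratios correlated with the NELFA ratios with a Spearman rho of 0.706 and with the SUPT5H ratios with a rho of 0.288. In genes over 100 kb these values were 0.913 and 0.319. Keeping all rows or only autosomes left the 3 medians within their intervals.

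**Figure D1:**
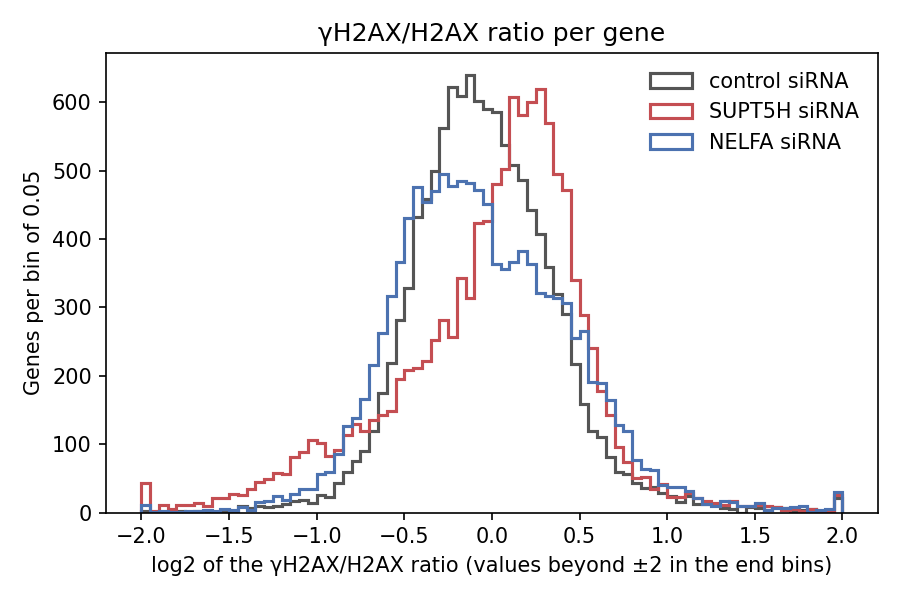
Number of genes (vertical axis, bins of 0.05) at each log2 γH2AX/H2AX ratio (horizontal axis) for the authors' mean values after control, SUPT5H and NELFA siRNA. The SUPT5H curve peaks to the right of the control curve and has a longer left tail, with medians of 1.06 and 0.956 as linear ratios.

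The targets of the siRNAs were examined first. NELFA (ENSG00000185049.16, protein coding, hg38 chromosome 4, 1982714 to 2041903, minus strand) had a ratio of 0.947 in control cells, 0.879 after NELFA knockdown and 0.939 after SUPT5H knockdown. SUPT5H (ENSG00000196235.14, protein coding, chromosome 19, 39436156 to 39476670, plus strand) had a ratio of 0.794 in control cells, 0.722 after NELFA knockdown and 1.01 after SUPT5H knockdown. The ratio is a chromatin mark over the gene and not its expression, so these values do not check the knockdowns.

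After NELFA knockdown the median log2 change was 0.020 (interval 0.014 to 0.026), with quartiles of -0.18 and 0.19. The ratio was above control in 6179 of the 11642 genes, or 53.1% (interval 52.2% to 54.0%). It was at least 1.5-fold higher in 427 genes and at least 1.5-fold lower in 701, so that 37.9% of these genes were higher. After adjustment for GC content the numbers were 446 and 470, or 48.7% higher. The direction of the overall change depended on how genes were summarised: the log2 ratio of the column medians was -0.033, that of the column means 0.024.

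After SUPT5H knockdown the median log2 change was 0.050 (interval 0.040 to 0.062), with quartiles of -0.28 and 0.40. The ratio was above control in 6295 genes, or 54.1% (interval 53.2% to 55.0%). It was at least 1.5-fold higher in 1770 genes and lower in 1431, so that 55.3% of these genes were higher. Dividing each column by its median shifted all SUPT5H changes by -0.155, which turned the median to -0.10 and the split to 1035 higher and 2072 lower, or 33.3% higher. This turn follows by construction from the shift, and these values cannot decide which scale is right. Under the alternatives that did not rescale the columns the median stayed positive, from 0.046 to 0.155. Changes in classes and lists are given below also relative to the median of all genes, which a common scale factor does not move. The interquartile range of the changes was 1.87 times as wide for SUPT5H as for NELFA, at 0.68 against 0.37.

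The changes of the 2 knockdowns were then set against each other across genes. Pearson's r was 0.432 and Spearman's rho 0.328. Unchanged groups sharing a control, with equal noise in the 3 columns, gave a simulated r of 0.499, between 0.469 and 0.531 in the 200 simulations. By length class r was 0.483, 0.444, 0.248 and 0.0977 from the shortest to the longest genes, where the simulations gave 0.499, 0.500, 0.499 and 0.499. Changes had the same sign in 60.9% of genes, against 66.7% in the simulations. Past 1.5-fold in both knockdowns and in the same direction were 558 genes, of which 447 were lower, against a mean of 858 genes in the simulations. The changes spread more after SUPT5H knockdown, so equal noise does not describe these columns. With equal noise in the control and NELFA columns and the rest of the spread in the SUPT5H column, a setting chosen after seeing the data, unchanged groups gave an r of 0.343 (between 0.317 and 0.370), the same sign in 59.7% of genes and 502 shared genes past 1.5-fold. By class this r was 0.400, 0.337, 0.269 and 0.247, so that the observed r was above all simulations in the classes below 30 kb, within their range (0.222 to 0.309) at 30 to 100 kb and below it (0.165 to 0.289) over 100 kb. The noise of each column is unknown without repeats, and whether the knockdowns agreed beyond their shared control was not decided by these values.

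To ask whether the change depended on gene length, the 4 length classes were compared. After NELFA knockdown the median change was -0.23 in the 1013 genes under 5 kb, -0.071 in the 4418 genes of 5 to 30 kb, 0.035 in the 3904 genes of 30 to 100 kb and 0.11 in the 2307 genes over 100 kb. Relative to all genes these were -0.25, -0.091, 0.015 and 0.087. After SUPT5H knockdown the medians were -0.37, -0.015, 0.17 and 0.0042, and relative to all genes -0.42, -0.065, 0.12 and -0.046. Each class below 30 kb lay at percentile 0 of the random lists matched on the control ratio, and each class above at percentile 100, for either knockdown. These lists mixed genes of all lengths, and the spread of the changes differed with length, so the percentiles alone do not show an effect of length. The SUPT5H class over 100 kb was at percentile 100 although its median was below that of all genes. Its matched lists had a median of -0.039. Division by the column medians moved all classes of a knockdown alike, by 0.033 for NELFA and -0.155 for SUPT5H. The adjustment for GC content moved the classes unequally, and the NELFA medians were then -0.092, 0.016, 0.020 and 0.027 and the SUPT5H medians -0.064, 0.071, 0.12 and -0.062.

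**Figure D2:**
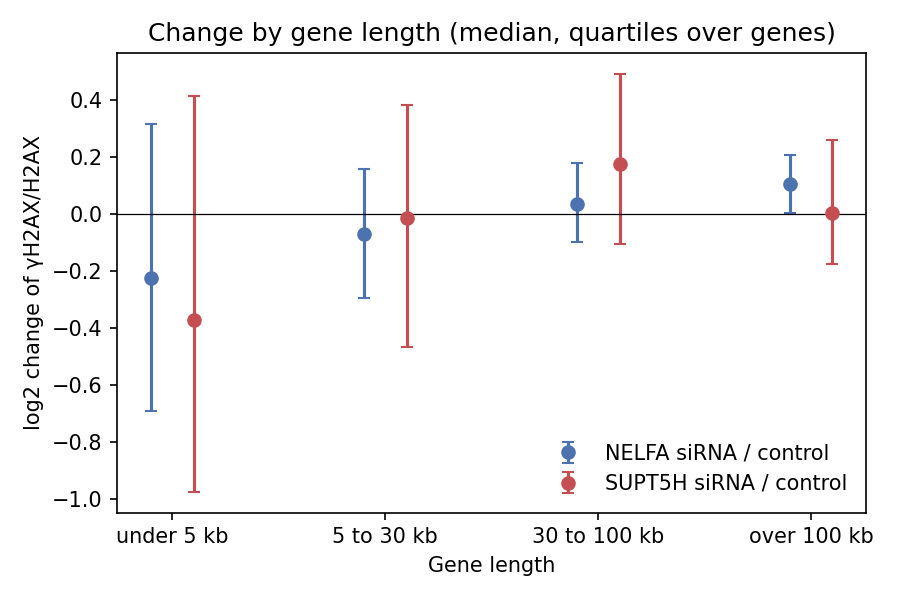
Median log2 change of the γH2AX/H2AX ratio over control (vertical axis) in 4 classes of gene length (horizontal axis) after NELFA and SUPT5H knockdown, with bars from the lower to the upper quartile over genes. The NELFA medians rise from -0.23 to 0.11 with length, the SUPT5H medians peak at 0.17 in genes of 30 to 100 kb, and the quartiles narrow with length.

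The spread of the changes fell with length. The SD over genes was 0.85 under 5 kb and 0.16 over 100 kb after NELFA knockdown, and 1.06 and 0.32 after SUPT5H knockdown. Changes past 1.5-fold were seen in 45.3% of genes under 5 kb and 0.217% of genes over 100 kb after NELFA knockdown, and in 60.9% and 8.67% after SUPT5H knockdown.

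The ratio fell with the GC content of the gene in all 3 columns. Spearman's rho across genes was -0.492 in control cells, -0.668 after SUPT5H knockdown and -0.704 after NELFA knockdown. In the GC-poorest quintile (33.0% to 39.3% GC) the median ratios were 1.21 in control cells, 1.26 after SUPT5H knockdown and 1.38 after NELFA knockdown. In the GC-richest (53.2% to 72.7%) they were 0.840, 0.628 and 0.722. From the poorest to the richest quintile the median NELFA change was 0.18, 0.099, 0.023, -0.078 and -0.21. The SUPT5H change was 0.059, 0.22, 0.23, 0.080 and -0.47 in the same order. GC content and gene length were themselves related across genes (rho -0.518).

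**Figure D3:**
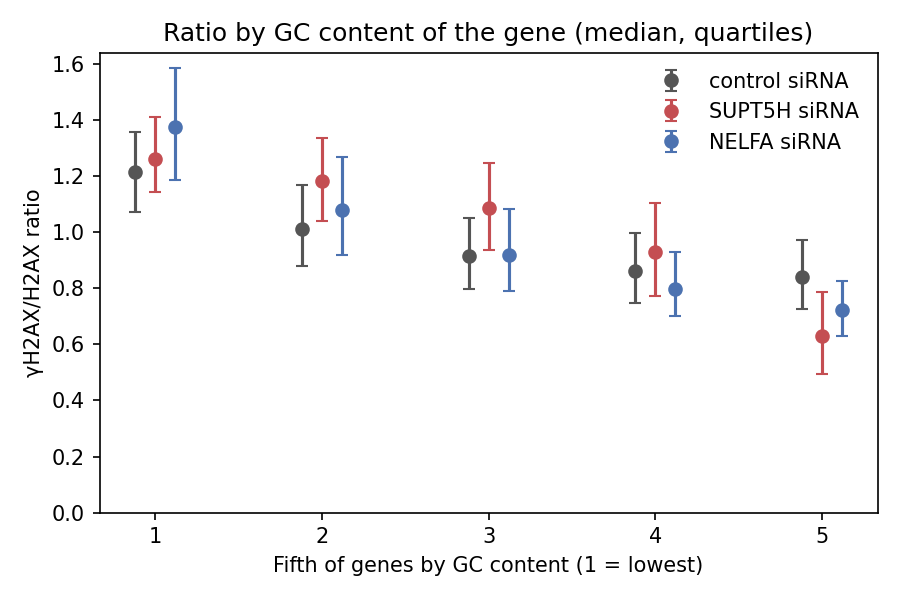
Median γH2AX/H2AX ratio (vertical axis, from 0) in 5 groups of genes of rising GC content (horizontal axis) after control, SUPT5H and NELFA siRNA, with bars from the lower to the upper quartile over genes. All 3 medians fall with GC content, from 1.21, 1.26 and 1.38 to 0.840, 0.628 and 0.722.

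Among the lists, the 17 fibroblast matrix genes present had high ratios, with medians of 1.64 in control cells, 1.59 after SUPT5H knockdown and 2.11 after NELFA knockdown, each at percentile 100 of lists matched on length. Their median NELFA change was 0.27, at percentile 99.7 of lists matched on the control ratio and 99.9 of lists matched on GC content and length, and 12 of the 17 were higher. The interval of this median, -0.059 to 0.33, included 0, and after GC adjustment the median was 0.13. Relative to all genes the NELFA change was 0.25. Their SUPT5H change was 0.10, or 0.050 relative to all genes, and turned to -0.055 when columns were divided by their medians, while the mean over the list was -0.042. The 72 ribosomal protein genes changed by -0.22 after NELFA knockdown, at percentile 0, or 0.490 with matching on GC content and length, and 19 of the 72 were higher. Relative to all genes this was -0.24, and without genes under 5 kb the change was -0.096. Their median SUPT5H change was 0.067, or 0.016 relative to all genes, with a mean of -0.060, and became -0.088 after division by the column medians and 0.22 without genes under 5 kb. It was at percentile 95.5, or 67.4 with matching on GC content and length. The 8 histone genes changed by -0.39 after NELFA knockdown (percentile 0.470) and by 0.18 after SUPT5H knockdown (percentile 97.8, but 51.1 with matching on GC content and length), or by -0.41 and 0.13 relative to all genes. The 9 immediate early genes present changed by -0.45 and -0.44 after NELFA and SUPT5H knockdown, at percentiles 0.710 and 4.99, but at 16.5 and 45.4 with matching on GC content and length. Relative to all genes these changes were -0.47 and -0.49. The 398 zinc-finger genes changed by 0.022 and 0.15, or 0.0024 and 0.099 relative to all genes, at percentiles 79.5 and 72.5, and the SUPT5H change became -0.0059 after division by the column medians. The 95% intervals of the NELFA medians excluded 0 for ribosomal protein genes (-0.36 to -0.095) and immediate early genes (-1.56 to -0.072), and included 0 for the other lists, widest for histone genes at -2.95 to 1.02. Those of the SUPT5H medians included 0 for all lists except zinc-finger genes, and ran from -0.89 to 0.46 for histone genes. Ratios were above control in 0 of the 9 immediate early genes after NELFA knockdown and 3 after SUPT5H knockdown, and in 2 and 6 of the 8 histone genes. By chromosome, the median NELFA change ran from -0.10 on chromosome 19 to 0.14 on chromosome 13, and the median SUPT5H change from -0.071 on chromosome 11 to 0.15 on chromosome 12. Chromosomes 19 and 13 were at percentiles 0 and 100 for NELFA with matching on the control ratio, but at 81.1 and 94.6 with matching on GC content and length. For SUPT5H, chromosomes 11 and 12 were at percentiles 0 and 100, and at 0.050 and 99.4 with the second matching. Other chromosomes changed sides for SUPT5H between the matchings, such as 19 (0.100 and 100), 16 (0 and 98.8), 22 (0.030 and 95.6), 2 (96.5 and 0.310) and 3 (69.5 and 0.050).

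Of the other genes named in advance, SMURF1 (chromosome 7, 99027438 to 99144100) had a ratio of 0.893 in control cells, 1.00 after NELFA knockdown and 1.38 after SUPT5H knockdown. MCM6 (chromosome 2, 135839626 to 135876426) had 1.05, 1.08 and 1.52 in the same order, and ELN (chromosome 7, 74027789 to 74069907) 0.871, 0.829 and 0.947. The SUPT5H changes of SMURF1 and MCM6 were 0.63 and 0.53, or 0.58 and 0.48 relative to all genes.

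The largest rises after NELFA knockdown among genes of 5 kb or more were the lncRNA ENSG00000261786 (chromosome 3, 44117299 to 44122365), from 0.812 to 3.08, ANKRD49 (chromosome 11, 94493629 to 94499583), from 0.623 to 2.36, and ZRANB2 (chromosome 1, 71063291 to 71081297), from 1.21 to 3.61. Among the largest falls were ZXDB (chromosome X, 57591652 to 57597545), from 5.06 to 0.494, and PIM2 (chromosome X, 48913182 to 48919024), from 2.80 to 0.587. After SUPT5H knockdown the largest rises included ARMCX3 (chromosome X, 101622797 to 101627843), from 1.06 to 8.71, and the lncRNA ENSG00000232611 (chromosome X, 136840931 to 136847797), from 0.528 to 2.26. The largest falls were ZXDB, from 5.06 to 0.611, BTG1 (chromosome 12, 92140278 to 92145897), from 9.68 to 1.19, and NR2F2 (chromosome 15, 96325938 to 96340263), from 3.00 to 0.565. ZXDB and ANKRD49 were named by overlap alone. All 11 genes picked by size were between 5.05 and 18.0 kb long, and among classes of 5 kb or more single values spread most at 5 to 30 kb. In addition, genes that fell in both knockdowns share their control value.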

Values the study reported

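The study reported that about 20% of control cells in G2/M were still synthesising DNA, and that this share was 12.8% after NELFA knockdown and 13.1% after SUPT5H knockdown. It reported DNA synthesis peaks specific to G2/M near the start of 1,306 transcripts of 449 genes. These measures were not analysed here. For γH2AX/H2AX, the study reported a limited decrease around TSSs after NELFA knockdown, with a larger effect at the TSSs of these 449 genes. In addition, it reported lower levels at those TSSs than at all transcribed genes. The ratios above were read as values over whole genes, and the 449 genes were not separated, so they do not test these results.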

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

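Of 267 values recomputed under alternatives, 205 moved by less than a set tolerance, 47 moved beyond it and 15 changed sign. The sign changes under division by the column medians were all for SUPT5H. They follow by construction from the same shift of -0.155 and are not separate evidence. The tolerance was the 95% interval for medians, percents and r, a factor of 1.5 for numbers of genes, and the SD of changes in its length class for a named gene. A number of genes may therefore change considerably within it, as when the 1431 genes lower after SUPT5H knockdown became 2072 with columns divided by their medians. Medians are log2 changes. The adjustment for GC content, the removal of overlapping genes and the ratios of column medians and means were chosen after seeing the data. Recomputing the ratio, each repeat alone and the H2AX comparisons were not run, because the table holds only averaged ratios, and leaving out a replicate was not possible. The read depth is unknown and limits short genes most. Except where stated, the cause was not tested.

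For NELFA, the median change was 0.037 without the lowest 10% of genes, 0.052 with columns divided by their medians, 0.027 without genes under 5 kb, 0.029 without overlapping genes and -0.033 as the ratio of column medians. The percent of genes above 0 was 56.0, 58.1, 54.4 and 54.7 under the first 4 of these. The 427 higher genes became 277 without genes under 5 kb, 112 at 2-fold and 275 without overlapping genes, and the 701 lower genes 393, 218 and 440, by construction fewer. GC adjustment left 446 higher and 470 lower.

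For SUPT5H, the median change was 0.091 without the lowest 10%, 0.066 without genes under 5 kb, 0.155 as the ratio of column medians and 0.069 as that of column means, and -0.10 with columns divided by their medians, which by construction subtracts 0.155. The percent above 0 was 57.8, 55.7 and, with division, 41.7. The 1770 higher genes became 1035 with division and 348 at 2-fold. The 1431 lower genes became 906 without the lowest 10%, 525 at 2-fold and 950 after GC adjustment. Without the lowest 10% the higher genes became 1716, and this uneven loss is in part set by the filter itself. At 2-fold 39.9% of these genes were higher, against 55.3% at 1.5-fold. At 1.5-fold this share was 33.3% with division, but 65.45% without the lowest 10%, 60.6% without genes under 5 kb and 59.9% after GC adjustment. It lay between 54.85% and 56.86% under the other alternatives.

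In the length classes, GC adjustment gave NELFA medians of -0.092, 0.016, 0.020 and 0.027 from short to long and SUPT5H medians of -0.064, 0.071, 0.12 and -0.062, which reversed NELFA and SUPT5H at 5 to 30 kb and SUPT5H over 100 kb. Division by medians gave NELFA -0.038, 0.067 and 0.14 in the 3 longer classes and SUPT5H -0.53, -0.17, 0.019 and -0.15, the last reversed. Leaving out the lowest 10% gave NELFA -0.045 at 5 to 30 kb, SUPT5H -0.20 under 5 kb and 0.065, reversed, at 5 to 30 kb. As that filter tends to remove genes that fell, it raises such medians in part by construction. Without overlapping genes, genes under 5 kb changed by -0.31 and -0.55.

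In the lists, division by medians reversed SUPT5H for ribosomal protein (-0.088), zinc-finger (-0.0059) and matrix genes (-0.055), by construction, as it lowers all SUPT5H changes by 0.155. Relative to all genes these lists stayed at 0.016, 0.099 and 0.050. Division moved NELFA for zinc-finger genes to 0.055. The r between knockdowns was 0.385 without genes under 5 kb, 0.400 without the lowest 10%, 0.368 after GC adjustment and 0.413 without overlapping genes, and rho was 0.328. Of named genes, GC adjustment reversed the NELFA change of SUPT5H (0.0071), MCM6 (-0.065) and ELN (0.13), and division the SUPT5H change of ELN (-0.035). The distributions did not move beyond their intervals with all rows or autosomes only.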

Other observations

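Most tests in this part were chosen after the pattern they bear on was seen. The tests of neighbouring genes after GC adjustment and without the control column, of the slope of spread on length, of the spread on chromosome X and of genes shared by the columns were set before their result was seen. The rule for reading the class differences after GC adjustment was changed after their values were seen. The slope was given an interval, and the rule of the chromosome X test was tightened and divided by knockdown, after their values were seen. The test of strong transcription was likewise read as open after its value was seen.

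The NELFA change fell with the GC content of the gene. Noise of short genes is argued against by a rho of -0.524 in genes over 100 kb, and gene length by a partial rho of -0.404 given length. A GC bias that differs between libraries is a candidate explanation. The change followed the GC content of the gene itself, with a partial rho of -0.300 given flanking GC content, more closely than that of the flank, with -0.039 given the gene's own. A true difference between GC-rich and GC-poor genes after knockdown may give the same values and stays open, since each siRNA has 1 averaged column.

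The rise of the NELFA change with gene length was smaller after GC adjustment. Genes over 100 kb exceeded genes of 5 to 30 kb by 0.18 before and by 0.011 after GC adjustment. The bootstrap interval of this rest was 0.0015 to 0.026, so that the GC adjustment left a very small difference. Under the rule written first, which asked how much of the difference was left, the 6.45% left would have been read as explained. The gap between genes over 100 kb and genes under 5 kb went from 0.33 to 0.12 (interval 0.055 to 0.16), with 35.7% left, so the GC adjustment did not remove all of the gap. The adjustment was the same at all lengths, but the rho of the NELFA change with GC content was -0.22 under 5 kb and -0.52 over 100 kb. A GC effect that differs with length is therefore not excluded. For SUPT5H, genes of 30 to 100 kb exceeded genes of 5 to 30 kb by 0.19 before and 0.047 after adjustment (interval 0.021 to 0.073), with 24.9% left, which the first rule would also have read as explained, by a narrow margin. The fall of the SUPT5H change from genes of 30 to 100 kb to genes over 100 kb was 0.17 before and 0.18 after adjustment (interval 0.15 to 0.20), so GC adjustment removed none of it. No biological explanation of the rest was tested.

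The SUPT5H change was shared by neighbouring genes. Across 1898 pairs of adjacent genes of at least 30 kb, 5 to 200 kb apart, r was 0.451, which independent counting noise would not give. After GC adjustment it was 0.411. For the NELFA change it was 0.176 before and 0.00030 after adjustment. A pattern of the control column alone is argued against by the difference of NELFA and SUPT5H, which contains no control value and had an r of 0.494. The control ratio itself had an r of 0.481, and it followed the NELFA ratio closely in long genes, so a regional pattern present in control and NELFA cells and weaker after SUPT5H knockdown is not excluded. A regional feature in which the SUPT5H column differs from the other two may be the source, and whether it is an effect of the knockdown or of library preparation stays open, as no repeat was analysed here.

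Large changes lay mostly in short genes. Counting noise alone would make the interquartile range fall with the square root of length, a slope of about -0.5 on log scales. The slope was -0.374 for NELFA (interval -0.395 to -0.359) and -0.270 for SUPT5H (interval -0.286 to -0.251), flatter than the range of -0.6 to -0.4 set in advance. Noise may still contribute, since any spread that does not fall with length flattens the slope.

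Of the 11 genes with the largest changes, 5 were on chromosome X, which held 2.84% of the genes of 5 kb or more. The interquartile range of changes on X was at percentile 99 of autosomal lists matched on length for SUPT5H, so a wider spread of values on X may contribute there. For NELFA it was at percentile 95.5, which leaves this open. No biological explanation was tested.

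The genes with the highest ratios overlapped between the 3 siRNAs. The top 1% of each column held 116 genes and 29 were in all 3, against at most 2 in 1000 shuffles within bins of length, so independent noise is argued against. Of the shared genes, the 2 whose lowest ratio of the 3 siRNAs was highest, named after their values were seen, were the lncRNAs ANXA2R-AS1 (14.9 in control cells, 26.0 after NELFA and 14.8 after SUPT5H knockdown) and MALAT1 (6.81, 9.09 and 7.49). Strong transcription is a possible explanation that stays open. Fibroblast matrix genes were at percentile 100 of lists matched on length and GC content in control cells. However, only 3 of the 29 genes are on that list (THBS1, COL1A2 and VIM), and VIM is not a matrix gene. The median ratio of the list was below the 99th percentile of all genes, and no expression values were used here. Background that strongly transcribed genes give in ChIP may produce the same, and ribosomal protein genes were likewise at percentile 100, so these explanations cannot be told apart without an input or an antibody control. A low H2AX level would also raise the ratio, which could not be examined without separate γH2AX and H2AX levels.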
